# Transcriptomic dataset from peripheral white blood cells of beef heifers at weaning

**DOI:** 10.1016/j.dib.2023.109046

**Published:** 2023-03-11

**Authors:** Priyanka Banerjee, Wellison J.S. Diniz, Soren P. Rodning, Paul W. Dyce

**Keywords:** Beef heifers, Reproductive potential, Transcriptome, Weaning

## Abstract

Reproductive failure of replacement breeding animals is one of the leading causes of loss to the beef production industry. The losses are further increased due to the inability to diagnose the reproductive potential of the beef heifer prior to the breeding season until the pregnancy outcome. To overcome this problem, a system to discriminate beef heifers with varying reproductive potential as early and accurately as possible is demanded. The omics technologies, such as transcriptomics, could predict the future reproductive potential of beef heifers. Therefore, this manuscript provides the gene expression profile dataset using RNA-Seq identified from peripheral white blood cells (PWBC) of beef heifers at weaning. To accomplish this, the blood samples were collected at the time of weaning, processed to extract the PWBC pellet and stored at – 80 °C until further processing. After the breeding protocol (artificial insemination (AI) followed by natural bull service) and pregnancy diagnosis, the heifers that were pregnant to AI (*n* = 8) or remained open (n = 7) were utilized for this study. Total RNA was extracted from PWBC collected at the time of weaning from these samples and subjected to sequencing using the Illumina Nova-Seq platform. High-quality sequencing data was analyzed using a bioinformatic workflow based on FastQC and MultiQC for quality control, STAR for read alignment, and DESeq2 for differential expression analysis. Genes were considered significantly differentially expressed after adjustment with Bonferroni correction (*padj* ≤ 0.05) and absolute (log2 fold change) ≥ 0.5. Raw and processed RNA-Seq data were deposited and made publicly available on the gene expression omnibus database (GEO; GSE221903). To our knowledge, this is the first dataset investigating the change in the gene expression level as early as weaning to predict the future reproductive outcome in beef heifers. Interpretation of the main findings based on this data is reported in a research article titled “mRNA Signatures in Peripheral White Blood Cells Predicts Reproductive Potential in Beef Heifers at Weaning” [1].

**Specifications Table**

**Table:** 

Subject	Agricultural and Biological Sciences
Specific subject area	Animal Science, Omics: Transcriptomics
Type of data	RNA-Seq raw data (FASTQ format), .text file, .csv file and table
How the data were acquired	Total RNA was extracted from PWBCs and checked for quality and integrity. Libraries were prepared and sequencing was performed on the Nova-Seq Illumina platform. Paired-end 100 bp reads were generated for each sample.
Data format	Raw RNA-Seq data (FASTQ format), Raw read counts (.txt format), Normalized counts (.csv format)
Description of data collection	Blood samples were collected from beef heifers at weaning and processed to isolate PWBC pellets. Total RNA was extracted from PWBC pellets (n = 15) using Trizol reagent following standard procedures. After RNA quality check, the libraries were prepared, and sequencing was performed on the Nova-Seq platform at the Discovery life sciences (Hudson Alpha Institute of Biotechnology, Huntsville, AL, USA). Paired-end 100 bp reads were generated for each sample.
Data source location	Alabama Research and Extension Center (Auburn University) and Department of Animal Sciences, Auburn University, Auburn, Alabama, USA
Data accessibility	All relevant data (raw and processed RNA-Seq data) were deposited on: Repository name: Gene Expression Omnibus (GEO) Data identification number: GSE221903 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221903
Related research article	mRNA Signatures in Peripheral White Blood Cells Predicts Reproductive Potential in Beef Heifers at Weaning. Banerjee, P. B.; Diniz, W. J. S.; Hollingsworth, R.; Rodning, S. P.; Dyce, P. W. Genes (Basel). 14 (2023) 498. (https://doi.org/10.3390/genes14020498).

## Value of the Data

• This dataset provides the transcriptome profile of bovine PWBCs at weaning and allows a comparative RNA-Seq analysis between heifers of varying reproductive potential. The data could be used to predict the future reproductive outcome in heifers and understand subfertility in beef heifers.
• The data can be useful for researchers interested in studying genes and pathways underlying heifer fertility potential.
• The PWBC transcriptome profile at weaning provides the ability to determine the significant differentially expressed genes between the samples with varying future reproductive outcomes. This data could be used for a meta-analysis with a transcriptome profile generated at a different time point, such as during artificial insemination (AI). This will help to understand the role of potential candidate genes and altered pathways that may be contributing to a contrasting reproductive outcome.

## 1 Objective

Heifers are the backbone of the future cowherd. Significant efforts and resources are placed on the selection and development of heifers before the start of their breeding season. However, many heifers deemed reproductively mature, even after the phenotypic assessments, fail to conceive. To enhance reproductive efficiency, female replacement heifers with a high reproductive potential need to be selected. Identifying potential candidates at breeding can reflect reproductive health at the time of pregnancy initiation but will provide limited benefit to the producer, as significant costs have already been invested. Therefore, there is a high demand to develop a system (identify candidates) that can discriminate fertile beef heifers from infertile ones at an early stage of development, such as at weaning, when the replacement heifers are selected. This dataset was generated to unravel the gene expression profile from the PWBCs of beef heifers at weaning retrospectively classified as fertile (pregnant at AI) or subfertile (not-pregnant) based on the pregnancy status. The objective of generating and using this dataset is to identify potential candidate genes at weaning that could predict the future reproductive potential of beef heifers at an early age.

## 2 Data Description

The dataset in this article describes the whole transcriptome profile of PWBCs from beef heifers with varying reproductive outcomes (fertile = pregnant to AI and subfertile = not-pregnant). The raw reads were generated using the Nova-Seq platform (Illumina). Using a custom build bioinformatics pipeline, we performed data quality control, mapping and read counting, differential gene expression and functional analyses. 

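PWBC are here the nucleated cells of the buffy coat, the layer separated from centrifuged blood, left after its red blood cells are lysed. They are a mixture of granulocytes, lymphocytes and monocytes. The samples were taken at weaning, about 238 days after birth, and the groups were assigned afterwards from the pregnancy check 75 days after AI. Each heifer gave 1 library of 100 bp paired-end reads, so the heifer was the replicate, with 8 heifers pregnant to AI (IDs 4, 6, 34, 40, 41, 43, 45 and 47) and 7 not-pregnant heifers (IDs 3, 33, 37, 39, 42, 44 and 48). The repository labels describe the second group as not pregnant to AI, and the assignment of each heifer is the same as in Table 1. The authors aligned the reads with STAR, counted them per gene and deposited the raw gene counts without normalization. From these counts, the groups were compared with edgeR's quasi-likelihood test after TMM normalization, which corrects each library for differences in composition as well as in size. Pregnancy status was the only term of the model, as in the paper. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5, and a positive log2 fold change means higher expression in heifers pregnant to AI. The test, the normalization, the filter on low counts and single heifers are the choices that could change the calls.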

We analyzed the data from 15 heifers grouped as pregnant to AI (*n* = 8) or not-pregnant (*n* = 7). The raw paired-end reads from 15 samples, the raw gene counts and the normalized counts are publicly available on the GEO database (GEO accession ID: GSE221903).

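The raw count table lists 27607 genes by Ensembl ID, of which 7024 had no count in any heifer. Keeping the genes with a CPM of at least 1 in at least 8 of the 15 heifers left 12270 genes, which are also the 12270 genes of the normalized table. The 15337 genes removed held at most 0.188% of a heifer's counts. Each value of the normalized table equalled the raw count rescaled to CPM over the kept genes, with a largest relative difference of 5e-15, so this table carries no correction for composition. With the effective library size of TMM in place of the total, 12266 genes were kept, and 13185 were kept at a CPM above 0.5. No pair of heifers of one group had counts as close as counting noise allows. The chi-square per degree of freedom, which is near 1 for counting noise alone, was between 35.8 and 230.1 over the 49 pairs.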

The sequencing generated, on average, 28.6 million reads per sample, of which 93.5% were uniquely mapped to the *Bos taurus* genome. 

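Table 1 of the paper gives the percentage of reads aligned for each heifer, and its values were compared between the groups. The paper's percentages had a mean of 93.9% ± 0.463 (SD, n = 8) in heifers pregnant to AI, where they ranged from 93.2% to 94.5%. In not-pregnant heifers the mean was 93.1% ± 0.382 (SD, n = 7), with a range of 92.6% to 93.7%. The difference of 0.721 percentage points was larger than the spread between heifers (two-sided exact permutation test over 6435 splits, p = 0.00917, Benjamini-Hochberg adjusted p = 0.0435 over 7 library measures). With each heifer left out in turn the difference stayed between 0.629 and 0.817 percentage points. These percentages had been read in Table 1 before the test was chosen. The raw counts on genes corresponded to 63.2% to 67.7% of the sequenced reads of Table 1, and this share did not differ between the groups beyond the spread between heifers (exact permutation test, p = 0.466, adjusted p = 0.605).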

Fig. 1A shows the read quality (Phred score was > 30, overall sequence read quality assessed by Phred score was > 30. Fig. 1B shows the statistics from results generated using *–quantMode GeneCounts* based on the mapping using the STAR aligner. 

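In the raw count table, between 15987111 counts (heifer 48) and 24909038 counts (heifer 33) were assigned to genes per heifer. The median was 18037800 in heifers pregnant to AI, with a range of 16415025 to 22281003. In not-pregnant heifers the median was 18571427, with a range of 15987111 to 24909038. The means were 18533700 ± 2015030 (SD, n = 8) and 19096800 ± 3079820 (SD, n = 7), a difference smaller than the spread between heifers (two-sided exact permutation test, p = 0.686, adjusted p = 0.686). Without heifer 33 the difference changed sign, with 405685 more counts in heifers pregnant to AI (exact permutation test, p = 0.707). Between 16371 and 17223 genes had at least 1 count per heifer, and this number also did not differ detectably between the groups (exact permutation test, p = 0.518, adjusted p = 0.605). The 100 most abundant genes of each heifer held 24.3% ± 3.41 (SD, n = 8) of its counts in heifers pregnant to AI and 27.9% ± 2.40 (SD, n = 7) in not-pregnant heifers (exact permutation test, p = 0.0392, adjusted p = 0.0914).

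**Figure D1:**
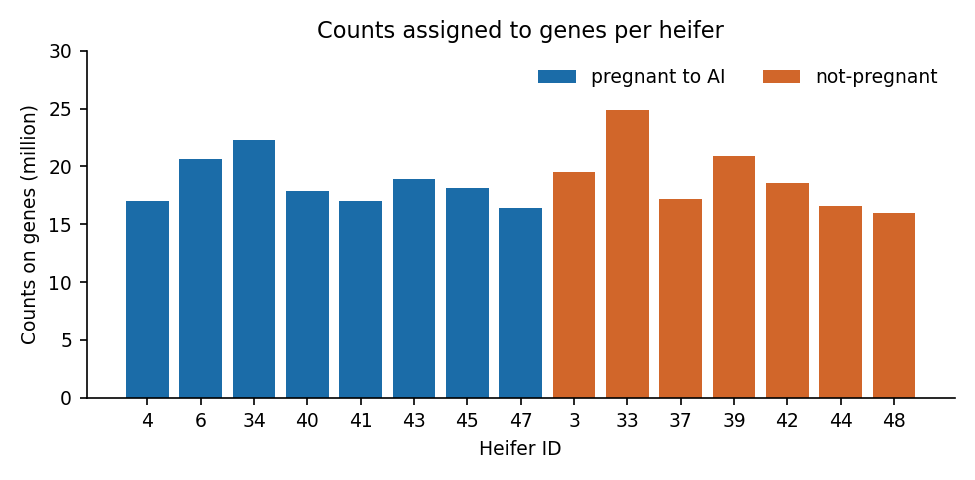
Counts assigned to genes (y axis, scaled as labelled) for each heifer (x axis, heifer ID), with heifers pregnant to AI in blue and not-pregnant heifers in orange. The lowest bar is heifer 48 with 15987111 counts and the highest is heifer 33 with 24909038 counts.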

The differential expression analysis between pregnant and non-pregnant heifers revealed a total of 92 significantly differentially expressed genes ((*padj* ≤ 0.05 and absolute (log2 fold change ≥ 0.5)).

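In the raw gene counts, edgeR's quasi-likelihood test called 718 of 12270 genes, 449 higher and 269 lower in heifers pregnant to AI, and 4222 genes had an unadjusted p under 0.05. DESeq2 called 1116 genes with Benjamini-Hochberg adjustment, 647 higher and 469 lower, and 717 genes were called by both tools, all in the same direction. DESeq2 with Bonferroni adjustment, the tool and the adjustment that the paper names, called 92 genes, 81 higher and 11 lower. This setting was chosen here after the data were seen, and 91 of its genes were among the 718. The number of calls depended on single heifers. In 13 of the 15 fits that left out 1 heifer the number of calls moved by more than 1.5 times, from 81 without heifer 48 to 1856 without heifer 4. The share of calls that were higher in heifers pregnant to AI moved with them, from 62.5% with all heifers to 92.6% without heifer 48 and 45.6% without heifer 4. The number of calls was 1578 without heifer 37. Genes at an unadjusted p under 0.05 moved less, between 3245 without heifer 48 and 5332 without heifer 4, against 4222 with all heifers. When each heifer was assigned to the group whose mean profile over the other heifers was nearer, heifers 4 and 37 were the 2 of 15 assigned to the other group. The alternatives that moved the count most were the percentage of reads aligned in Table 1 as a covariate and 1 surrogate variable, a factor estimated from the counts themselves. Each gave 0 calls in edgeR, with 1804 and 1152 genes at an unadjusted p under 0.05. DESeq2 was not run with these covariates. With the percentages permuted within the groups, 31 of 50 permutations also left 0 calls in edgeR, although the highest gave 2869. Scaling by library size only moved the median log2 fold change of all genes from 0.01 to 0.18, and 917 of its 1013 calls were higher in heifers pregnant to AI.

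**Figure D2:**
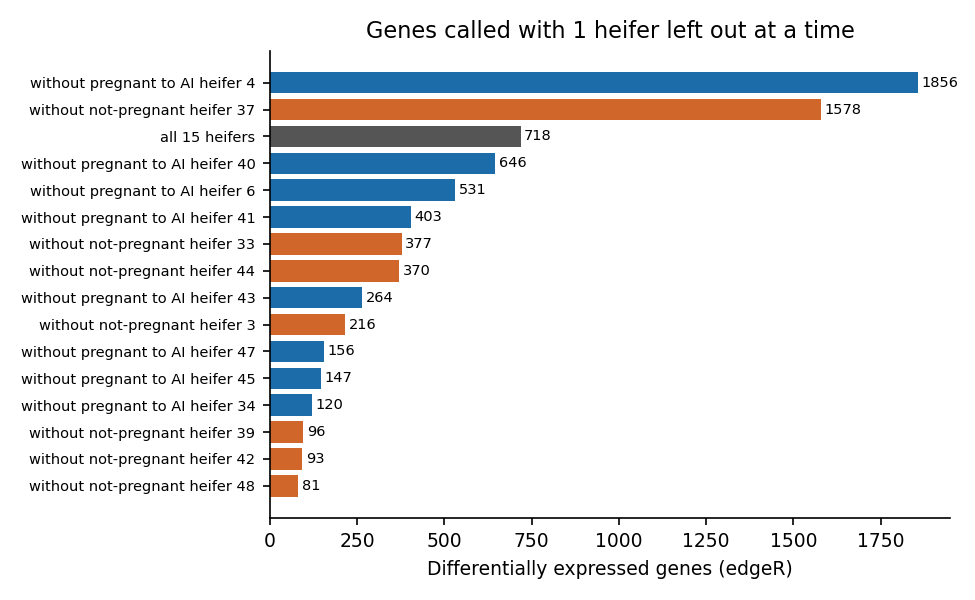
Number of differentially expressed genes in edgeR (x axis) with all 15 heifers (grey) and with each heifer left out in turn (y axis; blue, a heifer pregnant to AI left out; orange, a not-pregnant heifer left out). The number is 718 with all heifers and lies between 81 and 1856 with 1 heifer left out.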

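Of the 10 called genes with the largest absolute log2 fold change, 6 were higher and 4 lower in heifers pregnant to AI, and the smallest absolute log2 fold change among them was 2.04. The deposited tables give Ensembl IDs without gene names, so 2 genes that were higher and 2 that were lower are given by ID. ENSBTAG00000040367 had the largest increase, a log2 fold change of 4.10 (standard error 1.25, edgeR adjusted p = 0.0454). It rested on heifers 34 and 41, with 3214 and 3468 counts against at most 66 in any other heifer, and the median CPM was 2.03 in heifers pregnant to AI and 2.50 in not-pregnant heifers. DESeq2 replaced these outlying counts and gave a log2 fold change of -0.34 (standard error 0.24, adjusted p = 0.289). ENSBTAG00000050822 had a CPM of 6.26 ± 4.03 (SD, n = 8) in heifers pregnant to AI and 1.32 ± 1.40 (SD, n = 7) in not-pregnant heifers, a log2 fold change of 2.24 (standard error 0.62, edgeR adjusted p = 0.0359). In 5 of the 8 heifers pregnant to AI it was above every not-pregnant heifer.

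ENSBTAG00000011137 was lower in heifers pregnant to AI, with a CPM of 2.32 ± 0.863 (SD, n = 8) against 13.5 ± 10.8 (SD, n = 7) and a log2 fold change of -2.54 (standard error 0.40, edgeR adjusted p = 0.0115). All 8 heifers pregnant to AI were below all 7 not-pregnant heifers, and the gene was called with each heifer left out in turn. Chance alone would part the groups without overlap, in either direction, in 0.0311% of genes, or on average 3.81 of those tested. Here 65 genes were parted, 41 of them called. Genes are not independent, and 37 of the 6435 possible splits, the labelled one included, parted at least 65 genes. ENSBTAG00000003212 had a CPM of 1.61 ± 0.967 (SD, n = 8) against 7.50 ± 7.31 (SD, n = 7), a log2 fold change of -2.20 (standard error 0.56, edgeR adjusted p = 0.0307), and 3 not-pregnant heifers were above every heifer pregnant to AI. Leaving out 1 heifer lost the call of ENSBTAG00000040367 in 11 of 15 fits, of ENSBTAG00000050822 in 9 and of ENSBTAG00000003212 in 7, with highest adjusted p-values of 0.0942, 0.0801 and 0.0771 in edgeR. With the percentage of reads aligned as a covariate none of the 4 genes was called, and the adjusted p-values were between 0.190 and 0.379. Under this covariate the log2 fold change was larger in size for ENSBTAG00000040367 (4.49) and ENSBTAG00000003212 (-2.93). It was smaller in size for ENSBTAG00000050822 (1.28) and ENSBTAG00000011137 (-1.67).

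**Figure D3:**
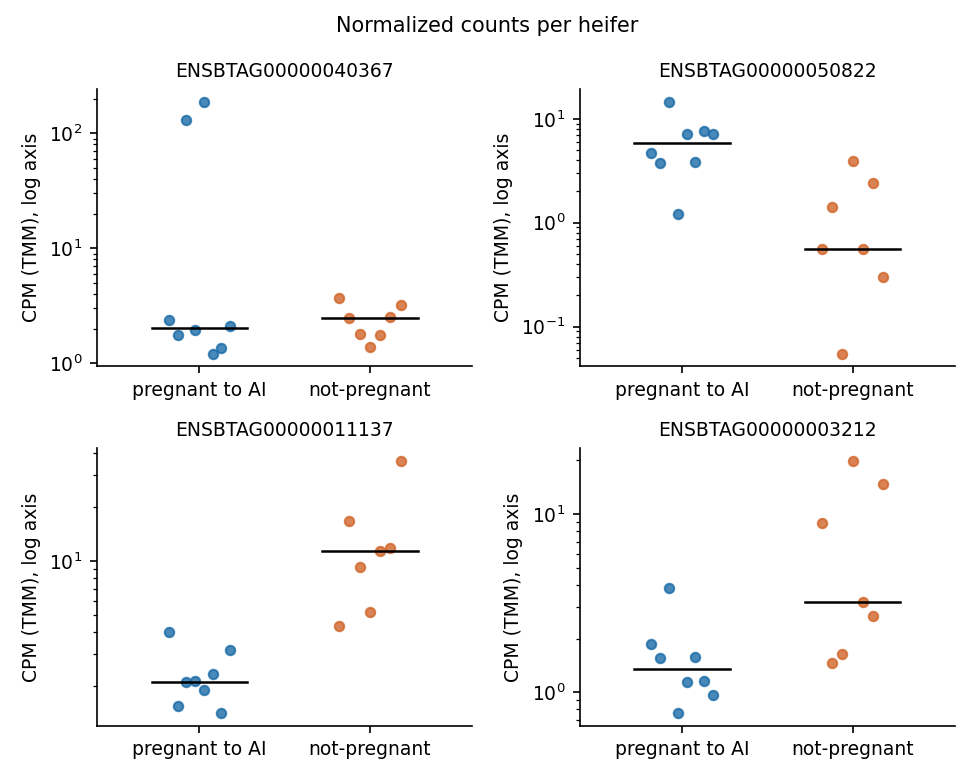
CPM after TMM normalization on a log axis (y axis) in each heifer pregnant to AI (blue) and each not-pregnant heifer (orange) for the 4 genes; points are heifers and black lines are medians. In ENSBTAG00000040367 a pair of heifers pregnant to AI lies at 129.5 and 188.8 CPM and all others lie at 3.66 CPM or lower.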

**Fig. 1:**
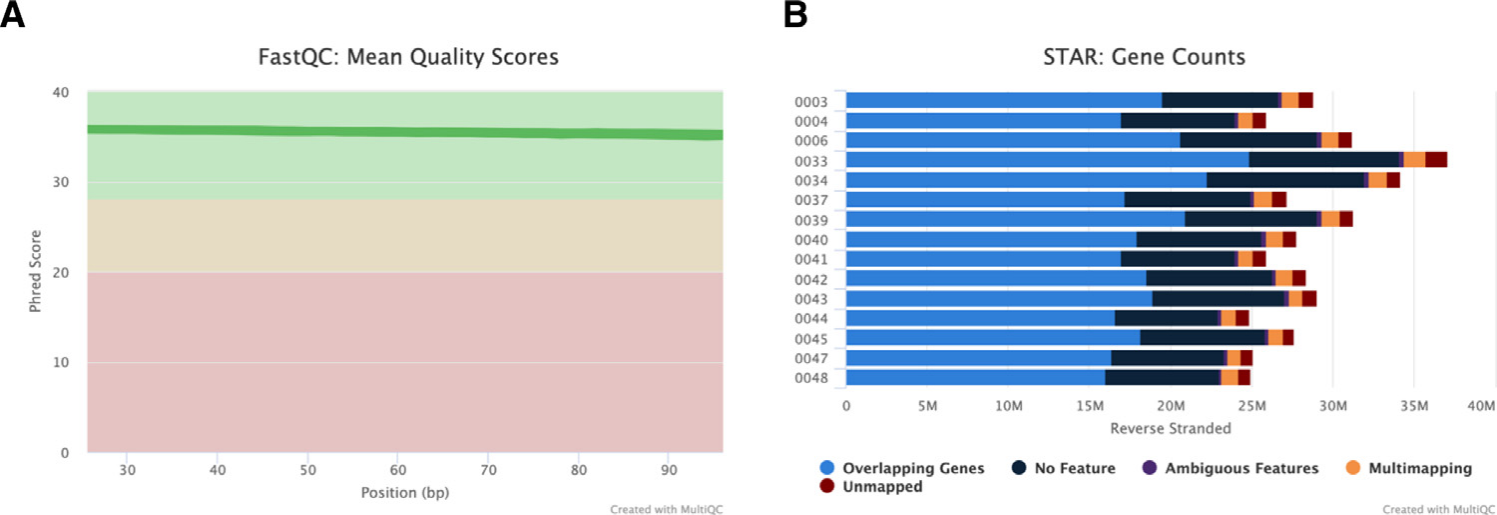
Overview of the RNA-Seq data from peripheral white blood cells (PWBC) of beef heifers at weaning and retrospectively classified as pregnant to AI or not-pregnant. (A) Overall Phred score of FASTQ files; (B) The statistical results from read mapping.

Table 1 shows a summary of the metadata, sample description, mapping statistics per sample, and the experimental groups as previously described [1].

**Table 1:** RNA sequencing summary and mapping statistics.

Sample ID	M Seqs	M Aligned	% Aligned	Group
3	28.8	26.9	93.4	Not-pregnant
4	26	24.2	93.2	Pregnant to AI
6	31.2	29.4	94.1	Pregnant to AI
33	37.1	34.4	92.9	Not-pregnant
34	34.2	32.2	94.2	Pregnant to AI
37	27.2	25.2	92.6	Not-pregnant
39	31.3	29.3	93.7	Not-pregnant
40	27.8	25.9	93.3	Pregnant to AI
41	25.9	24.2	93.5	Pregnant to AI
42	28.4	26.5	93.4	Not-pregnant
43	29	27.3	94	Pregnant to AI
44	24.9	23.2	93	Not-pregnant
45	27.6	26.1	94.5	Pregnant to AI
47	25.1	23.6	94	Pregnant to AI
48	25	23.2	92.9	Not-pregnant

**Average**	**28.6**	**26.8**	**93.5**	

M Seqs = Million reads sequenced, M Aligned = Million reads aligned, % Aligned = Percentage of reads aligned to the reference genome, Group = Group to which the sample belongs according to the pregnancy status.

## 3 Experimental Design, Materials and Methods

### 3.1 Animal Handling

The Angus-Simmental crossbred heifers used in this study were developed as replacement heifers at the Alabama Research Center (Auburn University). At the time of weaning (∼238 days after birth), blood samples (10ml) were collected in EDTA-coated vacutainer tubes (Becton, Dickinson and Company, Franklin, NJ) and transported to the lab in ice for further processing. At breeding, all heifers followed the same breeding protocol, estrus synchronization and fixed-time artificial insemination (FTAI) as described previously [2]. Fourteen days following FTAI, the heifers were exposed to fertile bulls for 60 days.

### 3.2 Pregnancy Determination and Selection of Heifers

Pregnancy evaluation by transrectal palpation was performed by an experienced veterinarian. Depending on the presence or absence of conceptus at 75 days following AI, the heifers were classified as pregnant to AI, pregnant to natural service or non-pregnant. The heifers that became pregnant after AI and were not-pregnant were considered for this study.

### 3.3 Sample Collection and Processing

In the lab, the blood samples were centrifuged at 1,500g for 10 minutes at 4 °C. The buffy coat was separated and added into a fresh centrifuge tube with 14ml red blood cell lysis buffer (0.15 M ammonium chloride, 10 mM potassium bicarbonate, 0.1 mM EDTA, Cold Spring Harbor Protocols) and incubated for 10 minutes at room temperature. The tubes were centrifuged at 500g for 5 minutes at 4 °C to pellet the PWBCs. The supernatant was discarded, and the pellet was re-suspended in 700 μl of PBS/ 2% FBS and centrifuged at 500g for 5 minutes. The supernatant was discarded, and the clean PWBC pellet was stored at – 80 °C until further processing.

### 3.4 RNA Extraction, Library Preparation and Sequencing

Total RNA was extracted from the PWBC of 15 samples collected at the time of weaning. The total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following standard procedures. RNA purification and DNase digestion were done using an RNA clean and concentrator kit (Zymo Research, Irvine, CA, USA). The quality and RNA integrity of total RNA was assessed using Agilent Bioanalyzer with the Agilent RNA 6000 Nano kit (Agilent, Santa Clara, CA, USA). The libraries were prepared, and sequencing was performed on the Nova-Seq platform at the Discovery life sciences (Hudson Alpha Institute of Biotechnology, Huntsville, AL, USA). Paired-end 100 bp reads were generated for each sample.

### 3.5 Data Analysis

After sequencing, the quality control of raw data was performed using FastQC v0.11.9 [3] and MultiQC v1.12 [4]. The reads were evaluated based on average read length, adapter content, per sequence GC content, and sequence quality scores. The raw reads were mapped using STAR aligner v2.7.5 using Ensemble's *Bos taurus* reference genome (ARS UCD1.2). The sequencing from all the samples yielded an average of 28.6 million reads per sample, of which 93.5% were uniquely mapped to the *Bos taurus* genome (Table 1). The post-mapping quality control of the reads was done using MultiQC v1.12. The read quantification was performed using a STAR aligner [5] to obtain raw counts per gene. The read counts were transformed to counts per million (CPM) using edgeR v3.28.1 [6]. Genes with CPM < 1 in 50% of the samples were filtered out. The filtered raw gene counts were then subjected to differential expression analysis using DESeq2 v1.26.0 [7]. The pregnancy status (pregnant or non-pregnant) was considered for the design model used on the DESeq2 R-package. The differentially expressed genes with *padj* ≤ 0.05 and absolute (log2 fold change) ≥ 0.5 were considered significant.

## Ethics Statements

All procedures involving animals were approved by Institutional Animal Care and Use Committee (IACUC) at Auburn University and the guide for the Care and Use of Laboratory Animals (IACUC protocol number 2015-2786 and 2019-3591).

## CRediT authorship contribution statement

**Priyanka Banerjee:** Conceptualization, Methodology, Software, Data curation, Writing – original draft, Software, Validation, Writing – review & editing. **Wellison J.S. Diniz:** Methodology, Writing – review & editing. **Soren P. Rodning:** Methodology, Writing – review & editing. **Paul W. Dyce:** Conceptualization, Methodology, Supervision, Funding acquisition, Writing – review & editing.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Transcriptome profiling from peripheral white blood cells in fertile and subfertile beef heifers at weaning (Original data) (NCBI).

How the deposited data were processed for this re-analysis (not part of the article)

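RNA from PWBC of 15 heifers at weaning was measured, 8 pregnant to AI and 7 not-pregnant, with 1 library per heifer. Samples were assigned to groups by heifer ID, from the labels and Table 1, which give the same assignments. The authors aligned the reads with STAR to the Ensembl Bos taurus genome and deposited raw counts per gene, whole numbers without normalization, from STAR's gene counting, which Fig. 1B describes as reverse-stranded. The authors also deposited normalized counts, which are CPM values over the genes left after their filter, without a factor for composition. The annotation release behind the gene IDs is not named in the paper's text.

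The main test used the deposited raw counts. Genes with a CPM of at least 1 in at least 8 of 15 heifers were kept, libraries were normalized by TMM, and the groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment. Calls needed an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. A standard error is the absolute log2 fold change divided by the square root of the F statistic. TMM factors lay between 0.842 (heifer 48) and 1.14 (heifer 43). The log2 CPM used for profiles had a prior count of 2. On counts simulated for the 12270 genes and 15 heifers of this comparison, with 200 genes changed by 1.5 on the log2 scale, edgeR called 93.5% of them with 7 false calls, and DESeq2 called 95.5% with 20 false calls. The changed genes had a mean CPM above 2, and each gene was drawn independently of the others. The simulation held no factor shared by genes and no smaller changes, so it does not give the error rate of the calls in the data.

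Depth was 15987111 to 24909038 counts on genes per heifer. The chi-square per degree of freedom between heifers of one group was at least 35.8, so the spread between heifers exceeded counting error over the kept genes as a whole. Library measures were compared by two-sided exact permutation tests over all 6435 splits of the heifers into 8 and 7, adjusted over 7 measures. Group separation of whole profiles was tested by the share of squared distance between heifers that pregnancy status explains (PERMANOVA, 500 most variable genes, 100000 permutations). Heifers were also assigned to the nearest group centroid of the other heifers, with 10000 permutations.

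Alternatives chosen before the data were examined were DESeq2 1.42.0 with and without its outlier handling and with shrunken fold changes, limma-voom (limma 3.58.1), robust dispersion, size factors or library size only in place of TMM, 3 other filters, limma on log2 of the deposited CPM plus 1 or plus 0.5, Bonferroni adjustment, no fold change limit, the percentage of reads aligned or 1 surrogate variable (sva 3.50.0) as a covariate, and each heifer left out. With the log2(CPM + pseudocount) scale the fold change of low genes is understated. DESeq2 together with Bonferroni adjustment was added after the data were seen. Permutation tests used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

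The named genes were set by a rule written before the data were examined, the 10 called genes with the largest absolute log2 fold change and the 5 with the smallest adjusted p in DESeq2, of which 2 that rose and 2 that fell are printed by ID. The 5 DESeq2 genes were all called by edgeR, and 4 of them were higher in heifers pregnant to AI. Planned tests of leukocyte gene lists and of an X-linked gene that checks the sex of a library were not run, because the tables used here do not pair the Ensembl IDs with gene names. For the same reason no position, gene length, GC content or paralog is given, and the counts of genes that share reads with a similar gene are uncertain. Reads, functional analyses and RNA integrity values were not analysed here.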

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

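The tests of the depth and scaling behind the outlying heifers were written before their results were seen. The tests of exchanged labels and of calls outside the CPM filter were chosen after the result was seen. Gaps were tested in 24 sets of heifers (8 library measures and 4 genes in 2 groups), and 3 sets had a heifer far from the others. Chance gives about 1 in 20 where values follow a normal distribution. The 4 genes were tested on CPM without a log scale and had been picked for a large fold change. The rate need not hold for them, and their gaps were not tested on a log scale.

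Heifer 4, which was pregnant to AI, had a score of -33.8 on the first principal component of log2 CPM, against 13.3 for the next heifer of its group. It lay among the not-pregnant heifers, whose scores were between -52.3 and -10.6 apart from heifer 37 at 21.2. Nearest-centroid assignment placed 13 of 15 heifers in their own group and missed heifers 4 and 37, and 50 genes chosen without the heifer being assigned missed the same heifers. Depth is argued against, since the gap was 0.566 of the range with every library thinned to 15987111 counts, still above the critical value of 0.526. An exchange of the labels of heifers 4 and 37 needs a heifer out of place in each group, which is present. If that exchange had happened, the labelled groups would be 1 exchange away from the correct ones. The split with heifers 4 and 37 exchanged parts 1348 genes without overlap, the most of all 6435 splits, against 65 for the labelled groups. An exchange would give such a value, and so would any strong difference in expression that is unrelated to pregnancy status and that places these heifers on the other side. The split was singled out from the same expression values, and the second highest number, 767, belongs to a split that is not 1 exchange away from it. Of the 56 splits that are, 16 part at least as many genes as the labelled groups, so this explanation and a correct label cannot be told apart. What keeps it open is that no genotype of the heifers was used here. A single wrong label and a difference between heifers of one group also stay open and were not tested. Without heifer 4 edgeR called 1856 genes, and without heifer 37 it called 1578, against 718 with all heifers.

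Heifer 34 had a CPM of 3.83 for ENSBTAG00000003212, the highest of the heifers pregnant to AI, against 1.87 for the next. Scaling is argued against, because with library size only the gap was 0.707 of the range, above 0.526. Without heifer 34 the gene was still called. Reads from a similar gene stay open, and no biological explanation was tested.

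Heifer 48 had a CPM of 36.2 for ENSBTAG00000011137, the highest of the not-pregnant heifers, against 16.6 for the next. Its TMM factor, 0.842, was the lowest of all heifers. With library size only the gap was 0.526 of the range, below the critical value of 0.568 for 7 heifers, so scaling is a candidate explanation for how far this heifer stands apart, although it remained the highest. The gene was called with heifer 48 left out. No biological explanation was tested.

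The paper tested the genes left by its CPM filter. Among the 8313 further genes with a count, edgeR without a filter called 47, of which 29 were higher and 18 lower in heifers pregnant to AI. They had a median of 12 counts per heifer, and 2 had no count in a whole group. Calls that only edgeR makes at such low counts are argued against, since DESeq2 without a filter called 40 of the 47 and gave no adjusted p for 6. In all 47 the direction was the same. DESeq2 itself called 203 genes outside the filter, so the number of such calls depended on the tool. Unlike the genes kept by the filter, the 47 genes were not tested with heifers left out or in other splits. No biological explanation was tested.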

How the results depend on the processing

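The number of differentially expressed genes in edgeR was 718. It stayed within 1.5 times with DESeq2's shrunken fold change, limma-voom, robust dispersion, size factors, library size only, filterByExpr, CPM of 1 in all heifers and the deposited CPM plus 1 or plus 0.5, with 636 to 1013 calls. The direction did not stay balanced in these. With library size only and with the deposited CPM, which has no TMM factor, 90.3% to 90.7% of the calls were higher in heifers pregnant to AI, against 62.5% with TMM, and 544 of the 718 genes were among the 1013 calls with library size only. With TMM and 1 heifer left out this share moved as far, from 45.6% without heifer 4 to 92.6% without heifer 48. DESeq2 gave 1116 calls with or without its outlier handling, the cause of which was not tested. Without a filter there were 448 calls, among 20583 genes tested in place of 12270. Bonferroni adjustment left 4 calls and no fold change limit gave 1491, which follows from a stricter and a wider criterion. The percentage of reads aligned as a covariate and 1 surrogate variable each left 0 calls in edgeR, with 1804 and 1152 genes at an unadjusted p under 0.05. No other tool was run with them. DESeq2 with Bonferroni adjustment, chosen after the data were seen, gave 92 calls, and 91 without outlier handling.

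With each heifer left out in turn the calls lay between 81 (without heifer 48) and 1856 (without heifer 4). Genes at an unadjusted p under 0.05 lay between 3245 and 5332 in the same fits, against 4222 with all heifers. Of the other heifers, leaving out 37 gave 1578 calls, 42 gave 93, 39 gave 96, 34 gave 120, 45 gave 147, 47 gave 156, 3 gave 216, 43 gave 264, 44 gave 370, 33 gave 377 and 41 gave 403. The counts of 531 without heifer 6 and 646 without heifer 40 were within 1.5 times. All 81 calls without heifer 48 were among the 718, and so were 711 of those without heifer 4. Each of these fits has fewer heifers. Heifers 4 and 37 were assigned to the other group by nearest centroid. Pregnancy status explained 24.9% of the squared distance between profiles without heifer 4 and 24.2% without heifer 37. Without any other heifer it explained at most 19.5%. The rise in calls thus went with leaving out a heifer that lay with the other group. Why these heifers lay there was not settled.

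ENSBTAG00000040367 reversed in DESeq2, to a log2 fold change of -0.34, because DESeq2 replaced the counts of the outlying heifers. Without that step the log2 fold change was 4.10. Over its 14 other settings apart from single heifers it kept its call in 6. ENSBTAG00000011137 kept its call in 12 of 14, ENSBTAG00000050822 in 11 of 13 and ENSBTAG00000003212 in 8 of 13. The percentage of reads aligned and 1 surrogate variable lost the call of all 4 named genes. These tallies leave out Bonferroni adjustment in edgeR, where 4 genes were called as higher and 0 as lower in heifers pregnant to AI. ENSBTAG00000011137 and ENSBTAG00000003212, which were lower, therefore lost their call there.

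The mean difference in counts on genes, pregnant to AI minus not-pregnant, was -563027, and it lay between -1098350 and 405685 with each heifer left out, the last without heifer 33. No setting made it detectable. The difference in the percentage of reads aligned kept its direction and its side of 0.05 without each heifer. Pregnancy status explained 18.3% of the squared distance between profiles (permutation test, p = 0.0122), and between 16.2% and 24.9% without each heifer. With the 100 most variable genes it explained 9.77% (permutation test, p = 0.105), and nearest-centroid assignment fell from 13 to 10 correct (permutation test, p = 0.179). The cause was not tested. With all kept genes both results stayed past 0.05, and so did the distance by rank correlation.

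The planned gene list tests and the check of an X-linked gene were not run. No paired analysis was possible because the groups share no heifer ID. Depth limits the genes near the CPM minimum, and with every library thinned to 15987111 counts 671 genes were called, 642 of them among the 718.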

Differences from the paper's values

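The paper reports 92 differentially expressed genes between pregnant and not-pregnant heifers, and edgeR with Benjamini-Hochberg adjustment called 718 here. Of the 16 alternatives set before the data were examined that keep all heifers, none comes within 1.5 times of the paper's 92. DESeq2 with Benjamini-Hochberg adjustment gave 1116, and Bonferroni adjustment in edgeR gave 4. Of the 15 fits that leave out 1 heifer, also set before, 4 come within 1.5 times of it, with 81 genes without heifer 48, 93 without heifer 42, 96 without heifer 39 and 120 without heifer 34, and the other 11 do not. DESeq2 with Bonferroni adjustment called 92 genes, the paper's number, and 91 without outlier handling. The paper names DESeq2 in its methods and the Bonferroni correction in its abstract, so its stated tool and adjustment gave its number here. Both settings were added to this comparison after the values were seen. Of those 92 genes, 81 were higher and 11 lower in heifers pregnant to AI, and 91 were among the 718. The paper's list of genes was not used here, so the number was compared and not the genes.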

Other observations

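The tests of other splits, equal depth, permuted percentages of reads aligned, the axis inside the groups, TMM factors, abundant genes and the gene high in a pair of heifers were chosen after the calls had been seen. The test of an axis made by 1 heifer of each group was also added then, but written before its own result, and its comparison with other splits was chosen after that result was seen. Each explanation is a hypothesis.

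Pregnancy status explained 18.3% of the squared distance between heifers over the 500 most variable genes (permutation test, p = 0.0122). Nearest-centroid assignment placed 13 of 15 heifers in their own group, against a median of 8 with permuted labels (permutation test, p = 0.0078), and with the 100 most variable genes it placed 10 (permutation test, p = 0.179). These assignments use the heifers that the paper studied and no further herd.

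Randomly drawn splits of these heifers gave few calls. Of 100 splits into 8 and 7, drawn from 6435 and with the labelled one included, only the labelled one, 1 of 100, had 718 calls or more. The highest other split had 1 call and 95 had 0 by edgeR. Apart from the labelled one, no split drawn had more than 5 not-pregnant heifers in its group of 7, so splits 1 exchange away from the labelled groups were not tested for calls. In 3 splits the group of 8 held 6 of the 7 not-pregnant heifers, and each of these had 0 calls. Genes at an unadjusted p and other tools were not counted in these splits. Over all 6435 splits, 37 parted at least as many genes without overlap as the 65 of the labelled groups, the labelled one included. A difference in depth is also argued against, since 671 genes were called with every library thinned to 15987111 counts. The paper's percentages of reads aligned differed between the groups, and as a covariate they left 0 calls in edgeR, with 1804 genes at an unadjusted p under 0.05. When the percentages were permuted within the groups, 31 of 50 permutations also left 0 calls, although the highest gave 2869. The unpermuted percentages themselves had 0 called genes in the model with pregnancy status. The percentage of reads aligned and pregnancy status therefore cannot be told apart as sources of the calls, because the percentages differ between the groups and most permuted percentages with the same group difference removed the calls too.

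The calls followed an axis along which heifers of the same group differ from each other. The first principal component of the deviations from the group means held 29.2% of that variance, and 96.1% of the 718 calls changed in its direction, as did 79.8% of all genes. Across genes, which are not independent replicates, the loading and the log2 fold change had a Spearman correlation of 0.76. The direction of an axis is free, so any split shares it to some extent. The median correlation in the other splits was 0.44, and 4 of 100 splits, with the labelled one, had one as large. Over the 718 genes with the smallest p in each split, the share following its axis was 97.2% in the labelled split, the highest of the 100, with a median of 74.2% and a highest value of 96.8% in the others. With 1 heifer of each group left out of the axis, the lowest share of the calls over the 56 pairs was 85.0%, without heifers 4 and 37. Over the 718 genes with the smallest p, the lowest share over such pairs was 84.1% in the labelled split, and 13 of 100 splits, with the labelled one, had a value as large. An axis shared by all heifers and one made by 1 heifer of each group therefore cannot be told apart, because the share without those heifers is within what other splits give. A candidate explanation is a shared factor in which heifers vary whatever their group, such as the mixture of cells in the PWBC, handling of the blood or physiological state. Which of these it is was not tested, because genes could not be named. The percentage of reads aligned gave no stable relation to this axis. Its Pearson correlation was 0.69 in heifers pregnant to AI (exact permutation test, p = 0.0363, adjusted p = 0.0725 over 2 groups; Spearman 0.78, exact permutation p = 0.0287) and 0.23 without the 2 heifers farthest from the median, so it rested on them. In not-pregnant heifers it was -0.52 (exact permutation test, p = 0.234, adjusted p = 0.234; Spearman -0.49, exact permutation p = 0.279) and -0.56 without 2 heifers. A biological difference in the same genes at weaning that goes with the later pregnancy outcome remains open. An effect of pregnancy itself is ruled out by the design, because the blood was taken before breeding.

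With library size only, 90.5% of the calls were higher in heifers pregnant to AI. TMM factors were higher in those heifers, 1.06 ± 0.0726 (SD, n = 8) against 0.944 ± 0.0720 (SD, n = 7; exact permutation test, p = 0.0124, adjusted p = 0.0435 over 7 measures). With the 100 most abundant genes left out of the library size, 84.3% of 781 calls were higher, against 62.5% with TMM. That share was more than 10 percentage points above TMM in only 9 of the 15 fits that left out 1 heifer, with differences of 0.611 to 22.9 points, so it does not decide whether these genes account for the uneven calls. The median log2 fold change of all genes does decide for its own shift. It was 0.11 without these genes, between the 0.18 of library size only and the 0.01 of TMM, and it stayed above TMM by 0.0819 to 0.114 in all 15 fits. This argues against these genes as the whole cause of the shift of the median, while they could account for part of it. A composition difference spread over more genes stays open. The deposited CPM carry the same shift.

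ENSBTAG00000040367 was high in heifers 34 and 41 alone, and it was the gene with the largest increase. A repeated deposit of one library is argued against, because the chi-square per degree of freedom between these libraries was 35.8, far above counting noise, although it was the lowest of 49 pairs. RNA of another source in both libraries is argued against too, because only 1 of 12270 genes, this one, was at least 1 log2 unit higher in both than in all other heifers. Of 105 pairs of heifers, 12 had as many such genes, and the highest had 3. A variant or haplotype carried by these heifers and reads from a similar gene stay open and were not tested. Among 21 genes with a gap of at least 3 log2 units between neighbouring heifers, this was the only 1 called.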
